A study of Rattus norvegicus with 10 samples. Its data were reported in "Etiology matters – Genomic DNA Methylation Patterns in Three Rat Models of Acquired Epilepsy" (2016).

How the data were processed

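Messenger RNA was sequenced from the left hippocampus of 10 male Sprague-Dawley rats, an outbred laboratory strain, in a piece of tissue that held the CA3 field and the dentate gyrus. Per the labels, 5 rats had electrodes implanted in the lateral amygdala and received no current (sham), and 5 rats were stimulated through the same electrodes with pulses of 400 µA at 60 Hz for 30 min to evoke status epilepticus, a prolonged seizure after which spontaneous seizures develop. Tissue was taken 3 months later. Polyadenylated RNA was selected on oligo(dT) beads and read in single reads of 36 cycles. Groups were taken from the treatment label of each sample, and the columns of the count matrix were matched to samples by rat number. Rats 1 to 5 are the sham replicates 1 to 5, and rats 6 to 10 are the stimulated replicates 1 to 5. The methods of the study count fewer stimulated animals for this assay than the labels do and do not say which animal was left out, so all 10 labelled samples were used and the omission of each one was tried. Fold changes listed by the study are compared with these fits below.

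The deposited values are raw counts, whole numbers of reads per transcript and sample with no normalization. According to the study's methods, the authors aligned reads to the RN4 build of the rat genome with BWA and counted them per gene of an Ensembl annotation with their own script. The rows of the deposited count matrix carry RefSeq transcript identifiers, not Ensembl ones: 17347 curated and 12365 predicted messenger RNA records and 465 curated and 1863 predicted non-coding records, 1 row whose curated identifier was written in a longer form and was not matched to a symbol, and a further row for reads that were not aligned. The source of this difference was not stated. How a read that fell on several transcripts was counted, and whether strand was used, was not stated either. Of the 28137 rows above 0, 2297 held the same counts in all samples as another row. All of these were among the 5690 rows with too few counts to be tested, where rows can coincide by chance, and 0 of the 22447 tested rows were identical to another. Because the counting of shared reads was not stated, genes with close copies or overlapping neighbours are uncertain. A row is called a feature below. Gene symbols were taken from the RefSeq gene table of the GRCr8 assembly by transcript identifier, for names alone. 12970 of the tested features (57.8%) had a symbol, for 12321 distinct genes, and rows with a symbol held 82.1% of aligned counts. Genome positions were not used here because no annotation of the build used by the authors was at hand.

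The row of unaligned reads was set aside, which left 32041 features, 3904 of them at 0 in each sample. Following the study's rule, features whose summed count was below the 30th percentile (a sum of 46 counts) were left out, and 22447 were tested. The percentile was taken over all 32041 features, those at 0 included. The study does not state which rows entered its own percentile. Stimulated rats were compared with sham rats with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 on the deposited counts, with trimmed mean (TMM) normalization, no covariate and Benjamini-Hochberg adjustment over all tested features. Every adjusted p-value of a single feature comes from this test unless another is named. The study's own cut-off, an unadjusted p-value under 0.001, was applied beside an adjusted p-value under 0.05. Log2 fold changes are stimulated over sham with their standard error (SE). CPM (counts scaled to a common library size) and log2 CPM with a prior count of 2 used the TMM-scaled library sizes. The quasi-likelihood fit used the default settings of the package. The setting with adjusted deviances had been run first and became an alternative after both results were known. Both gave 0 features at an adjusted p-value under 0.05.

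The separation of the groups was measured as the mean Pearson correlation distance (1 minus r) between rats of different groups minus that between rats of the same group, over log2 CPM of all tested features. Lists of marker genes were written before the data were examined, for immediate early and late activity-dependent genes, astrocytes, microglia, oligodendrocytes, endothelial cells, neurons in general, interneurons, dentate granule cells, CA3 and CA1 pyramidal cells and choroid plexus. The score of a rat was the mean log2 CPM over a list, with one feature per gene. Scores were compared with exact permutation tests over all 252 assignments of 5 of the 10 rats to a group, two-sided, with Benjamini-Hochberg adjustment over the 12 lists. The smallest p-value these tests can give is 0.00794. The spread of the immediate early score was compared as the ratio of the SDs, with a one-sided exact permutation test of scores centred on their group mean, whose smallest p-value is 0.00397. The python tools were numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 drew the plots.

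The study named 7 genes as raised in 3 models of epilepsy and 8 genes with changes in both methylation and expression in this model. These, with Dot1l, Kdm6b and Prdm2, were fixed as genes to report before the data were examined. Also fixed were the 5 highest and 5 lowest fold changes among features with an adjusted p-value under 0.05, a mean count of at least 10 and no overlap of the groups, the regulators of chromatin and DNA methylation with an unadjusted p-value under 0.001, and the 3 leading genes of any marker list with an adjusted p-value under 0.05. No feature met these last rules. A gene outside the rule is said to have been chosen after its values were seen.

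Aligned counts ranged from 13552309 in sham rat 2 to 24086059 in sham rat 4. At these depths 3 counts correspond to between 0.125 and 0.221 CPM. Intervals of shares are Wilson 95% intervals and cover counting error only, since reads without molecular identifiers are not independent molecules. Counts of the rats within a group were compared pairwise over features with at least 20 counts in the pair. Chi-square per degree of freedom was between 8.69 and 111.8, so no pair agreed within sampling noise, as a library deposited again would. Each rat was counted once because the labels give separate animals, not because of this comparison.

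The scripts were tested on simulated data first. In counts simulated for the 22447 features with the fitted dispersions, the quasi-likelihood test recovered 95% of 200 features changed by 1.5 on the log2 scale and made 9 false calls at an adjusted p-value under 0.05. The simulation used the trend of dispersion with expression level, equal in both groups, and changed only features above a minimum mean CPM. In 200 simulations of 10 scores, the exact permutation test gave an unadjusted p-value under 0.05 in 4.5% of sets with no difference and in 99% of sets shifted by 3 SD, and the test of the spread in 69.5% of sets with a 6 times higher SD in one group.

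For the counts of features, 11 alternatives were fixed before the data were examined: RLE factors, upper quartile factors and library size alone as normalization, no filter on low counts, at least 10 counts in 4 samples, edgeR's exact and likelihood ratio tests, DESeq2 1.42.0, limma 3.58.1 (voom with sample weights), robust empirical Bayes and one feature per gene symbol. Each of the 10 rats was also left out in turn. After the data were seen, 2 alternatives were added, namely leaving out ribosomal RNA records and the adjusted deviances. Distances and scores were recomputed with other features, distances, prior counts, summaries and scalings. Methylation data of the same animals and the other epilepsy models were not analysed here.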

Results

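Gene expression in hippocampal tissue of the CA3 field and dentate gyrus was compared between 5 rats with epilepsy induced by electrical stimulation of the amygdala and 5 sham rats that had electrodes but no stimulation. The data were one matrix of read counts per transcript. Aligned counts of the sham rats 1 to 5 were 18354057, 13552309, 18319342, 24086059 and 22710569. Those of the stimulated rats 6 to 10 were 21271053, 21642792, 15586870, 19977664 and 18994553. The mean aligned count was 19400000 ± 4160000 in sham and 19490000 ± 2430000 in stimulated rats (SD, n = 5 each), a difference smaller than the spread between rats (exact permutation test, two-sided, p = 0.976).

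A further share of reads was not aligned by the authors. It was lowest in stimulated rat 7, at 32.01% (95% Wilson interval 31.99 to 32.02%), and highest in stimulated rat 10, at 45.14% (45.12 to 45.15%). The group means were 34.8% ± 1.6 in sham and 39.4% ± 5.45 in stimulated rats (SD, n = 5 each), which the exact permutation test did not separate (two-sided, p = 0.127). Ribosomal RNA records took 12.22% of aligned counts in sham rat 1 (95% Wilson interval 12.21 to 12.24%) and 1.817% in sham rat 5 (1.811 to 1.822%). These shares differed between rats far beyond counting error. Their means, 7.27% ± 3.79 in sham and 4.59% ± 1.02 in stimulated rats (SD, n = 5 each), were not separated (exact permutation test, two-sided, p = 0.167). The labels gave no sequencing batch, so no comparison within batches was made.

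It was first asked whether expression over all features distinguished stimulated from sham rats, without choosing features by the contrast between the groups. The mean correlation distance between pairs of rats was 0.0202 ± 0.00708 within sham (SD over 10 pairs), 0.0356 ± 0.0068 within stimulated (SD over 10 pairs) and 0.0308 ± 0.0107 between groups (SD over 25 pairs). The mean distance between groups exceeded the mean distance within groups by 0.00289, which was not larger than expected from the other assignments of the rats (exact permutation test, one-sided, p = 0.103). The use of the 500 most variable features alone, whose distances are larger throughout, moved this difference most, to 0.0496 (exact permutation test, one-sided, p = 0.103). Stimulated rats thus lay farther from one another than sham rats did, and on average farther from one another than from sham rats. Over all tested features the nearest library of 4 of the 5 stimulated rats was a sham library. Over the 500 most variable features this was so for 2 of the 5 stimulated rats, rats 6 and 8. Each sham rat was nearest to another sham rat in both sets of features.

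**Figure D1:**
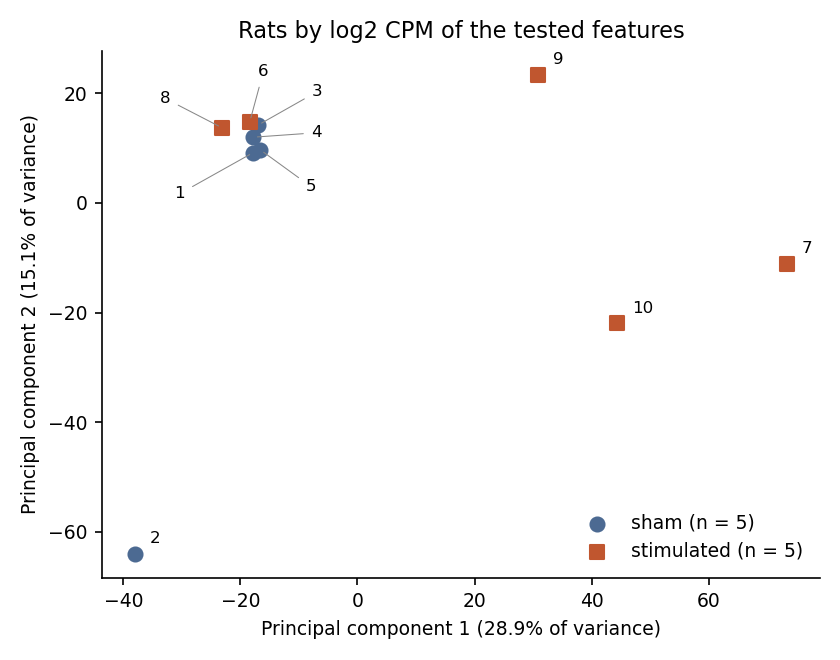
Principal components of log2 CPM over the 22447 tested features, with component 1 (28.9% of variance) on the horizontal and component 2 (15.1% of variance) on the vertical axis, and one point per rat, circles for sham and squares for stimulated rats (n = 5 each), labelled with the rat number. Stimulated rats 7, 9 and 10 have values of 73.4, 30.9 and 44.4 on component 1, stimulated rats 6 and 8 have -18.4 and -23.1 beside most of the sham rats, and sham rat 2 lies apart at -64.0 on component 2.

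Next, single features were compared between stimulated and sham rats. Of 22447 features, 0 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and the lowest adjusted p-value was 0.376. An unadjusted p-value under 0.05 was obtained for 2214 features, where 1122 are expected by chance, and 1505 of these were higher and 709 lower in stimulated rats. At the study's cut-off of an unadjusted p-value under 0.001, 35 features were higher and 4 were lower in stimulated rats, where 22.4 are expected by chance in both directions together. The count at the adjusted threshold moved most with the choice of test, to 119 features (111 higher, 8 lower) in edgeR's likelihood ratio test. The count at an unadjusted p-value under 0.05 moved most with the omission of stimulated rat 6, to 3145. The values of the groups did not overlap for 290 features (1.29%), where 0.794% are expected by chance.

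**Figure D2:**
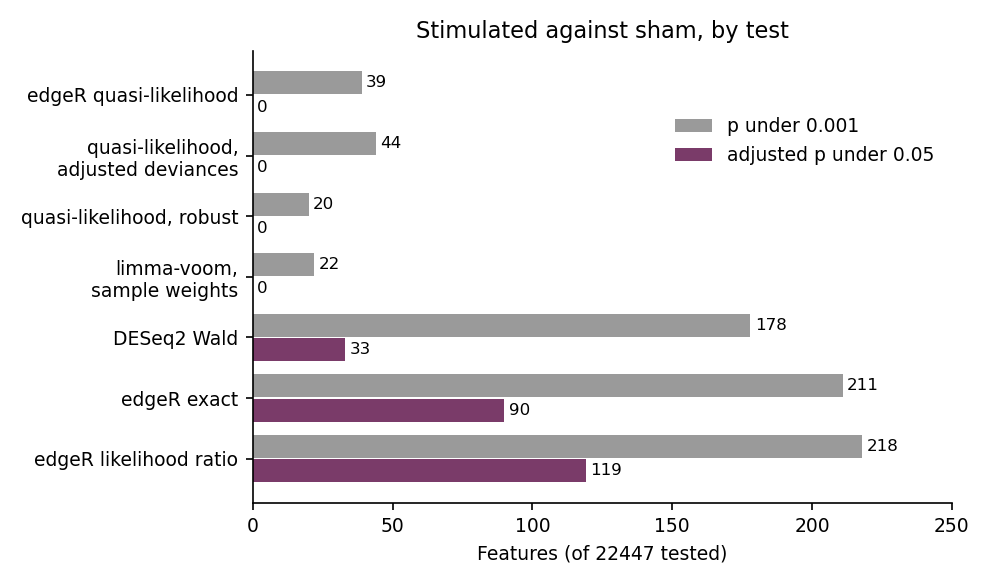
Number of features, of 22447 tested, with an unadjusted p-value under 0.001 (grey bars) and with an adjusted p-value under 0.05 (purple bars) in the comparison of 5 stimulated with 5 sham rats, for 7 tests on the vertical axis. The quasi-likelihood and limma-voom tests place 20 to 44 features at the unadjusted threshold and 0 at the adjusted one, whereas the DESeq2, edgeR exact and likelihood ratio tests place 178 to 218 at the first and 33 to 119 at the second.

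The 4 lower features at the study's cut-off were Cdhr1, Dbp, Sat2 and the transcript XM_003752791, which were chosen for mention after their values were seen. Dbp (NM_012543) fell from 147.2 ± 24.1 CPM in sham to 78.6 ± 22 CPM in stimulated rats (SD, n = 5 each), with a log2 fold change of -0.91 (SE 0.176, adjusted p = 0.376). Its expression follows a daily rhythm, and the hour of tissue collection was not used here. Sat2 (NM_001108278) fell from 30.8 ± 3.62 to 21.6 ± 2.47 CPM, with a log2 fold change of -0.51 (SE 0.116). Cdhr1 (NM_053572) and XM_003752791 were counted at low levels, with mean counts of 25.2 and 18.9 per rat, and had log2 fold changes of -1.97 (SE 0.362) and -1.28 (SE 0.297). Among the features higher at this cut-off, Gpr4 (NM_001025680), Fos (NM_022197) and Dusp11 (NM_001025650), also chosen after their values were seen, had log2 fold changes of 1.38 (SE 0.262), 3.47 (SE 0.693) and 0.91 (SE 0.184). Their adjusted p-values were likewise 0.376. Fos was counted at 106, 50.3 and 61.7 CPM in stimulated rats 7, 9 and 10 and at 5.61 and 5.24 CPM in stimulated rats 6 and 8, beside 4.12 ± 0.751 CPM in sham rats (SD, n = 5).

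The study asked which expression changes are shared by 3 models of epilepsy, and named 7 genes raised in all of them. Because these genes were chosen by the study from the same data, their values here show no independent stability. All 7 were higher in stimulated rats, with log2 fold changes from 1.10 (SE 0.347) for Gpnmb to 2.72 (SE 0.944) for Aspg. The adjusted p-value was under 0.05 for 7 of 7 genes when adjusted over the list alone, and for 0 of 7 when adjusted over all features, where all 7 had an unadjusted p-value under 0.05. Serping1 (NM_199093) was counted at 8.8 ± 2.05 CPM in sham and 22.9 ± 13 CPM in stimulated rats (SD, n = 5 each), with a log2 fold change of 1.38 (SE 0.376, adjusted p = 0.376). Cd44 (NM_012924) was counted at 6.003 ± 1.03 CPM in sham and 28 ± 38.2 CPM in stimulated rats, with a log2 fold change of 2.23 (SE 0.672, adjusted p = 0.396). The SD of Cd44 in stimulated rats exceeded its mean, and its counts were 95.3 CPM in rat 7 and 5.2 and 5.11 CPM in rats 6 and 8. The log2 fold changes of Msn (NM_030863), Emp3 (NM_030847) and S100a6 (NM_053485) were 1.31 (SE 0.351), 1.51 (SE 0.458) and 1.43 (SE 0.444). For each of the 7 genes the values of stimulated and sham rats overlapped. Aspg (NM_144750) had a count of 0 in sham rat 2, where 3 counts correspond to 0.221 CPM, and a count of 1 in stimulated rat 8.

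The study also paired changes in DNA methylation with changes in expression for 8 genes of this model, which were again chosen from these data. Of these, 5 were higher and 3 were lower in stimulated rats. The adjusted p-value was under 0.05 for 8 of 8 when adjusted over the list alone and for 0 of 8 over all features, with an unadjusted p-value under 0.05 for 8. Nptx2 (NM_001034199) had the highest log2 fold change, 2.83 (SE 0.661, adjusted p = 0.376), with 46.6 ± 3.93 CPM in sham and 332.5 ± 328 CPM in stimulated rats (SD, n = 5 each). Plk2 (NM_031821), Dusp4 (NM_022199), Tgfbi (NM_053802) and Cdh9 (NM_001168630) were higher, with log2 fold changes of 1.29 (SE 0.367), 1.59 (SE 0.485), 1.17 (SE 0.393) and 0.54 (SE 0.141). Jph3 (NM_001107437) was lower at 358 ± 65 CPM in stimulated against 434.4 ± 11.7 CPM in sham rats, a log2 fold change of -0.28 (SE 0.109, adjusted p = 0.431). Gtf2ird1 (NM_001001504) and Sipa1l2 (NM_001009704) were lower by log2 fold changes of -0.59 (SE 0.207) and -0.54 (SE 0.174).

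Whether genes of epigenetic regulation were altered was examined with a list of 115 enzymes and binding proteins of DNA methylation and histone modification, of which 75 were matched to tested features. None passed adjustment: 0 of 75 had an adjusted p-value under 0.05, over the list alone or over all features, and 9 had an unadjusted p-value under 0.05. The list was split evenly by direction, with 38 genes higher and 37 lower in stimulated rats. Dot1l (NM_001108733) was counted at 17.9 ± 2.3 CPM in sham and 35.6 ± 23.8 CPM in stimulated rats (SD, n = 5 each), with a log2 fold change of 0.99 (SE 0.328, adjusted p = 0.405). Kdm6b (NM_001108829) was counted at 17.97 ± 1.87 CPM in sham and 48.6 ± 54 CPM in stimulated rats, with a log2 fold change of 1.44 (SE 0.486, adjusted p = 0.409). Stimulated rat 9 carried 144 CPM of Kdm6b and rats 6 and 8 both carried 19 CPM. Across the fits that each left out one rat, the log2 fold change of Kdm6b ranged from 0.46 to 1.63. Prdm2 (NM_001077648) was lower at 68.3 ± 12.2 against 79.9 ± 5.28 CPM, a log2 fold change of -0.23 (SE 0.114, adjusted p = 0.534). None of these 3 differences passed the adjusted threshold. The study called these 3 genes at a relaxed cut-off on unadjusted p-values, which only Dot1l met here. Their unadjusted p-values in the quasi-likelihood test were 0.0092 for Dot1l, 0.0107 for Kdm6b and 0.067 for Prdm2. Without rat 8, 3 regulators passed when adjusted over the list alone, and without rat 10, 1 did.

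Scores of marker lists were compared with the rat as the unit of replication. None of the 12 lists had an adjusted p-value under 0.05, and 2 had an unadjusted p-value under 0.05. A list alone at the smallest p-value of the exact permutation test is adjusted to 0.0952, so no list could pass by itself. The adjusted result thus leaves a difference in a single list open. The endothelial list had a mean log2 CPM of 4.12 ± 0.0442 in sham and 4.47 ± 0.385 in stimulated rats (SD, n = 5 each). All 5 stimulated rats were above all sham rats, though stimulated rat 7 at 4.17 was barely above sham rat 5 at 4.16. The exact permutation test gave its smallest possible value (two-sided, p = 0.00794), and the value adjusted over the 12 lists was 0.0952. With RLE factors the adjusted value of the same test was 0.19. The astrocyte list was higher by 0.25 on the log2 scale in stimulated rats, with 4 of 5 above all sham rats (exact permutation test, two-sided, p = 0.0317, adjusted over the lists 0.19). The omission of stimulated rat 6 moved both lists below the adjusted threshold, at a value of 0.0476. The lists of microglia, oligodendrocytes, neurons, interneurons, dentate granule cells, CA3 and CA1 pyramidal cells and choroid plexus had unadjusted p-values between 0.175 and 0.929.

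The immediate early list, genes transcribed within minutes of neuronal activity, had a mean log2 CPM of 3.85 ± 0.109 in sham and 4.87 ± 0.959 in stimulated rats (SD, n = 5 each). The difference of 1.02 was not larger than expected from the other assignments of the rats (exact permutation test, two-sided, p = 0.0952, adjusted over the lists 0.381). Scores of stimulated rats 6 to 10 were 4.02, 5.53, 3.70, 5.87 and 5.25, and scores of sham rats lay between 3.74 and 4.02. The SD of this score was 8.81 times higher in stimulated than in sham rats (exact permutation test, one-sided, p = 0.00397, the smallest value the test can give). The ratio ranged from 5.59 to 9.93 across the alternatives other than the omission of sham rat 5, which gave 14.9. The late activity list showed the same order of magnitude of difference, 1.32 on the log2 scale, with an SD of 0.162 in sham and 1.47 in stimulated rats (exact permutation test of the means, two-sided, p = 0.143, adjusted over the lists 0.419).

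**Figure D3:**
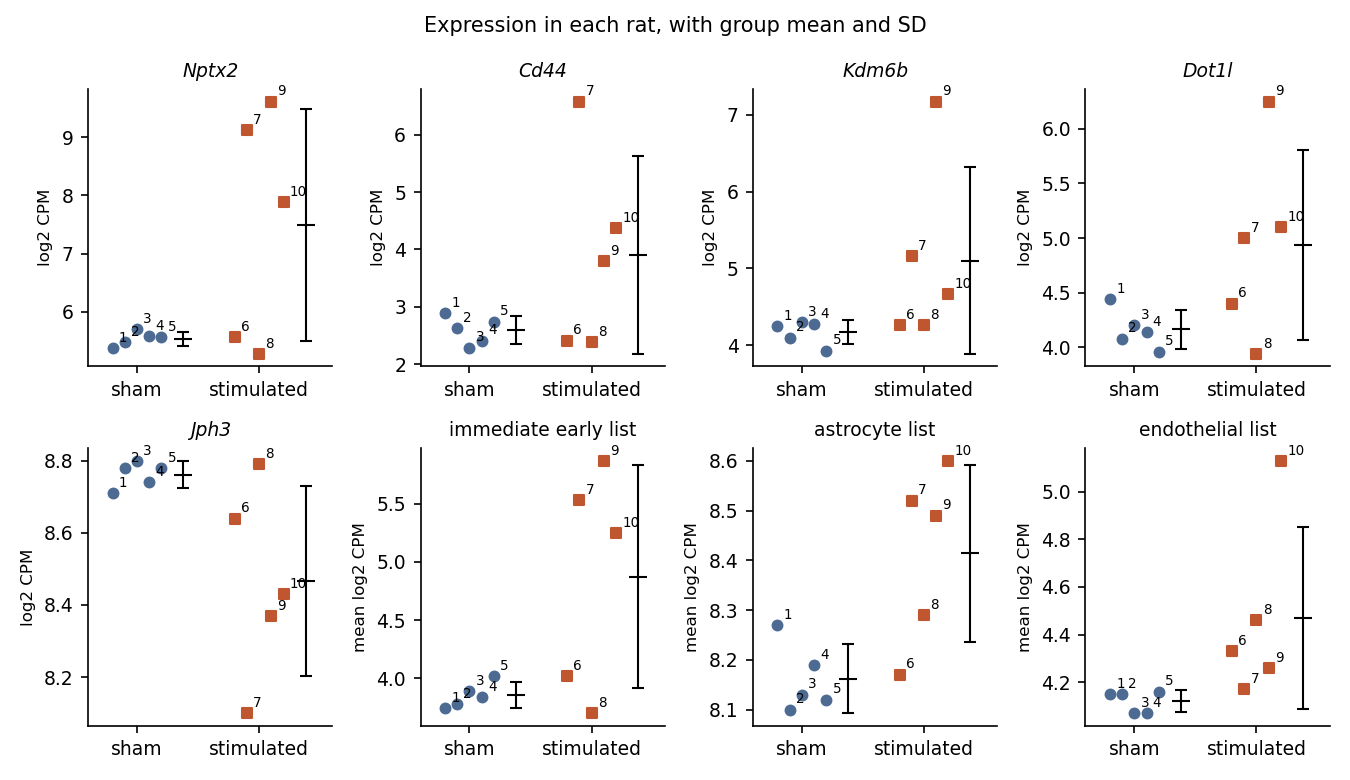
Expression in each rat as log2 CPM of 5 genes and mean log2 CPM of 3 marker lists (vertical axes), with sham rats as circles and stimulated rats as squares, labelled with the rat number, and the group mean with its SD (n = 5) as a horizontal mark with a bar. For Nptx2, Cd44 and the immediate early list the stimulated rats 7, 9 and 10 lie above all sham rats and rats 6 and 8 lie at the level of the sham rats, and for the endothelial list all 5 stimulated rats lie above the sham rats.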

Values the study reported

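For the amygdala stimulation model the study reported 54 upregulated and 231 downregulated genes in its text. Most genes in its supplementary list for this model are marked upregulated instead. That list marks 54 genes downregulated, the number the text gives as upregulated, so the text appears to have exchanged the directions. Each gene in that list has an adjusted p-value under 0.05 in the study's edgeR test. The study listed 33 upregulated and 3 downregulated genes as common to the amygdala stimulation and the pilocarpine models. In another passage it gave 404 differentially expressed transcripts at a cut-off of p < 0.001. Fold changes of 2.24 for DOT1L, 3.302 for KDM6B and −1.26 for PRDM2 were reported in stimulated animals, at a relaxed cut-off of p < 0.01. The study listed 7 genes upregulated in all of its models and 8 genes of this model with altered methylation and expression. Spontaneous seizures occurred at 3.9 ± 2.7 per day.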

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

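In groups of 5 rats, the gap between the extreme rat and its nearest neighbour, as a share of the whole range, was compared with Dixon's critical value of 0.71 for 86 groups of values. It was exceeded in 3 groups, where 4.3 are expected by chance, so the number of exceptions is no more than chance gives. All 3 were among sham rats. The tests of their explanations were chosen after the values were seen.

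Sham rat 2 had a mean correlation of 0.972 with the other sham rats, where the others had 0.981 to 0.983 with their group mates, and its gap took 0.833 of the range. Its library had the fewest aligned counts. When all libraries were thinned to its depth, the other sham rats still correlated with one another at 0.983 or more and sham rat 2 with them at 0.974, so its lower depth did not account for the gap. The shares of ribosomal RNA and of the 10 most counted features in this rat lay within the range of the other sham rats. No biological explanation was tested, since the design gives none within a group.

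Sham rat 2 was also apart for Aspg, with a gap of 0.832 of the range and a count of 0, where the other sham rats had 24 to 45 counts. At the lowest CPM of the other sham rats, 18.1 counts would be expected in this library, so counting error did not account for the absence of reads. Stimulated rat 8 had 1 count of Aspg. A sequence variant of these outbred animals against the reference was not tested, because the counts hold no sequence, and no biological explanation was tested.

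Sham rat 4 had the lowest score for oligodendrocyte genes, 7.38 in mean log2 CPM against 7.75 to 7.89 in the other sham rats, a gap of 0.724 of the range. It had the highest number of aligned counts. The share of white matter in the dissected piece was not tested, and no biological explanation was tested.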

How the results depend on the processing

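The count of features with an adjusted p-value under 0.05 was 0 with RLE factors, upper quartile factors, library size alone, no filter, at least 10 counts in 4 samples, limma-voom, robust empirical Bayes and one feature per gene symbol, in each of the 10 fits that left out one rat, and in the alternatives added after the data were seen (without ribosomal RNA records and with adjusted deviances). In these settings between 1609 and 3145 features had an unadjusted p-value under 0.05, apart from one feature per gene symbol, which gave 1359 of only 12321 tested. It was not 0 with the remaining tests. The likelihood ratio test gave 119 features (111 higher, 8 lower), edgeR's exact test 90 (84 higher, 6 lower) and DESeq2 33 (30 higher, 3 lower). The features with an unadjusted p-value under 0.001 then numbered 195 higher and 23 lower, 190 higher and 21 lower, and 149 higher and 29 lower, and in each case included all 39 of the quasi-likelihood test. The cause of the differences between tests was not tested further.

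At the study's cut-off, 35 higher and 4 lower features became 65 and 7 without the filter on low counts. The higher features became 57 with library size alone, 19 with limma-voom and 16 with robust empirical Bayes. With one feature per gene symbol they became 22, of only 12321 features tested. The lower features became 7 with adjusted deviances. The main setting of the quasi-likelihood fit was settled after both this number and the reported one were known. Across the 10 fits that each left out one rat, from 6 to 171 features were higher and from 3 to 32 were lower. Higher features outnumbered lower ones in each of these fits except the one without sham replicate 5, with 6 higher and 9 lower, and were near even without sham replicate 3, with 8 and 6. The most features were found without stimulated replicate 1 (rat 6), 203 in both directions, and 158 without stimulated replicate 3 (rat 8), and 13 were found without sham replicate 4. The cause was not tested. Of the normalizations, upper quartile factors shifted the median log2 fold change most, by -0.0261.

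Adjusted over the list alone, 0 of the 7 genes raised in all models passed with limma-voom, and across the 10 fits that left out one rat between 6 and 7 of them, between 7 and 8 of the genes paired with methylation and between 0 and 3 of the epigenetic regulators passed. These lists, apart from the regulators, are the study's own calls on these data. All 25 named features kept their direction in each setting. Their side of the adjusted threshold changed 24 times, each time to an adjusted p-value under 0.05 and each time in the exact, likelihood ratio or DESeq2 test. XM_003752791 has no gene symbol and gave no value with one feature per symbol. The size of some log2 fold changes rested in part on a single rat. Across the fits that left out one rat, the lowest values were 0.887 for Cd44, 1.455 for Aspg and 0.619 for Tgfbi. They were 0.860 for Dusp4, 0.818 for Msn and 0.516 for Dot1l.

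The separation of the groups stayed positive in all settings and was at a p-value above 0.05 with other features, distances, scalings and prior count. Across the 10 fits that left out one rat it ranged from 0.000292 to 0.00721, and it passed without stimulated replicate 1 (exact permutation test, one-sided, p = 0.0159) and without stimulated replicate 3 (p = 0.0397 in the same exact permutation test). The ratio of SDs of the immediate early score passed in each setting.

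The differences of the list scores kept their direction for 9 of the 12 lists. Those of the pyramidal and granule cell lists, all near 0, reversed. The CA1 difference of -0.02 became 0.241 with the median of log2 CPM, 0.0329 with a prior count of 0.5 and 0.0023 with library size alone, and ranged from -0.213 to 0.145 across the fits that left out one rat. The CA3 difference of -0.04 became 0.147 with the median and ranged from -0.0679 to 0.000389. The dentate granule difference of 0.07 ranged from -0.0408 to 0.195 across the same fits and was 0.254 with the median. The astrocyte and endothelial differences ranged from 0.203 to 0.31 and from 0.184 to 0.426 across the fits that left out one rat, and both passed adjustment over the lists without stimulated replicate 1. With the median of log2 CPM the astrocyte difference fell to 0.0679 and the endothelial difference was 0.36. The cause was not tested.

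With 5 rats per group and dispersions on the fitted trend, simulated changes of 1.5 on the log2 scale were recovered for 95% of 200 features. The simulated rats had the same spread in both groups, whereas the stimulated rats differed widely in several genes. Fos and Nptx2, with log2 fold changes of 3.47 and 2.83, had an adjusted p-value of 0.376 in the quasi-likelihood test. The simulated share thus does not apply to such uneven changes, and the lack of features at the adjusted threshold does not exclude them. Depth sets the lowest level that can be seen in a single library, where 3 counts correspond to 0.125 to 0.221 CPM.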

Other observations

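The tests of splits at the unadjusted threshold and with edgeR's exact test, of the distances within groups, of mislabelling, of the clock genes and of the unaligned reads were chosen after the results were seen. The other tests were fixed before the data were examined.

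The features higher and lower at an unadjusted p-value under 0.001 numbered 35 and 4 here. Both are lower than the values quoted from the study above, in whichever order these are read. More features were higher than lower here. The study's text reported more downregulated genes, but most genes in its supplementary list for this model are marked upregulated. The text appears to have exchanged the directions, as described above. The genes shared with the pilocarpine model are mostly upregulated too. The balance here thus has the direction of that list, and no conflict in direction is inferred. The balance here did not hold in each fit that left out one rat, as without sham replicate 5 there were 6 higher and 9 lower features. In both directions together there were 39 features. That is lower than the number of transcripts quoted from the study above. The rows tested, the number of stimulated rats and the test may each contribute to this, since edgeR's exact test alone gave 211 such features here, 190 higher and 21 lower.

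The analysis was repeated on the real and 99 other splits of the 10 rats into groups of 5, drawn from the 126 possible splits. Because 0 features had an adjusted p-value under 0.05 in the real split, all 100 splits gave at least as many, which says nothing about the groups. Of the 99 other splits 1 gave any such feature, with 35, and it set rats 1, 2, 6, 8 and 10 against the rest. As many as 39 features with an unadjusted p-value under 0.001 were found in 15 of the 100 splits. With edgeR's exact test, 90 or more features at an adjusted p-value under 0.05 were found in 11 of the 100 splits. Such numbers of features were thus not particular to the labelled split. The splits that gave them were not arbitrary, however. Rats 7, 9 and 10 were in one group in 17 of the 100 splits, the real one included, and these made up 14 of the 15 splits and all 11 of the 11 splits just named. The remaining one is the split with rats 1, 2, 6, 8 and 10 in one group, which parts rat 10 from rats 7 and 9 and had 44 features at the unadjusted threshold. The counts thus did not depend on the placing of these rats alone, and the pattern was noticed after the data were seen.

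Technical explanations for a difference between the groups were examined with two-sided permutation tests. In these exact tests total aligned counts did not differ (p = 0.976), nor did the share of the 10 most counted features (p = 0.222), the choroid plexus score (p = 0.437) or the CA1 score (p = 0.929). With 5 rats per group these tests leave smaller differences open. The share of unaligned reads was above all sham rats in rats 8, 9 and 10, at 41.40%, 42.93% and 45.14%, and the exact permutation test of the group means gave p = 0.127. What these reads hold was not analysed here.

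Stimulated rats differed from one another. The mean distance within the stimulated group exceeded that within the sham group by 0.0154, and 17 of the 252 ordered assignments gave a difference as large, so for expression as a whole the excess is not distinguished from chance. For the immediate early list, chosen beforehand, the exact permutation test of the ratio of SDs gave 0.00397. A candidate explanation is that some of the stimulated rats had a seizure shortly before tissue was taken, as recent seizures raise these transcripts for a few hours. The study itself names the varying time from the last seizure to tissue collection as a possible confounder. Handling, time to tissue collection and the extent of the earlier status epilepticus were not tested and may give the same spread, and the seizure record of each rat was not used here.

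Stimulated rats 6 and 8 had Fos, Nptx2, Cd44 and Serping1 near the level of the sham rats, and over the 500 most variable features these 2 stimulated rats were nearest to a sham rat. Being nearest to a sham rat does not by itself tell a mislabelled sample from a stimulated rat with little lasting response in expression. The study reported spontaneous seizures in all of its stimulated animals and gave no seizure counts for single rats. Other values of rats 6 and 8 lay outside the range of the sham rats and on the side of the other stimulated rats. Their endothelial scores were 4.33 and 4.46, where the highest sham score was 4.16, and their clock scores, described below, were 1.14 and 0.85, where the lowest sham score was 1.23. These values speak against mislabelling, but they were singled out after they were seen and were not a test of it, so mislabelling was not excluded. The clock difference between the groups also rested in part on Nfil3, as given below. The labels were kept, and no comparison among stimulated rats was made.

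Dbp, a gene with a daily rhythm, was lower in stimulated rats. To see whether the groups differed in time of day at tissue collection, the mean log2 CPM of 7 other genes that peak near Dbp minus that of 4 genes that peak opposite was compared. It was 1.65 ± 0.243 in sham and 0.955 ± 0.212 in stimulated rats (SD, n = 5 each), lower in 5 of 5 stimulated rats than in any sham rat, including rats 6 and 8 at 1.14 and 0.85 (exact permutation test, two-sided, p = 0.00794, the smallest value the test can give). Of the 7 genes 5 were lower, and of the 4 opposite genes 3 were higher. The difference of -0.692 rested in part on Nfil3, which may also respond to neuronal activity. Without it the difference was -0.36 and the exact permutation test gave p = 0.0635, while leaving out any one rat gave differences between -0.796 and -0.617. Collection of the groups at different times of day is a candidate explanation, and an effect of stimulation on clock genes, which these data cannot separate from it, is another.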
